# Overlap in signaling between Smoothened and the α subunit of the heterotrimeric G protein G_13_

**DOI:** 10.1371/journal.pone.0197442

**Published:** 2018-05-15

**Authors:** Xueshui Guo, Natalia A. Riobo-Del Galdo, Eun Ji Kim, Gregory R. Grant, David R. Manning

## Abstract

The Hedgehog family of morphogens has long been known to utilize, through the 7-transmembrane protein Smoothened (Smo), the heterotrimeric G protein G_i_ in both canonical and noncanonical forms of signaling. Other G proteins, while not specifically utilized by Smo, may nonetheless provide access to some of the events controlled by it. We reported several years ago that the G protein G_13_ activates one or more forms of the Gli family of transcription factors. While the Gli transcription factors are well known targets for Smo, the uncertain mechanism of activation by G_13_ and the identity of the targeted Gli(s) limited predictions as to the extent to which G_13_ might mimic Smo’s actions. We evaluate here the potential for overlap in G_13_ and Smo signaling using C3H10T1/2 and 3T3-L1 cells as models of osteogenesis and adipogenesis, respectively. We find in C3H10T1/2 cells that a constitutively active form of Gα_13_ (Gα_13_QL) increases Gli1 mRNA, as does a constitutively active form of Smo (SmoA1). We find as well that Gα_13_QL induces alkaline phosphatase activity, a marker of osteogenesis, albeit the induction is far less substantial than that achieved by SmoA1. In 3T3-L1 cells both Gα_13_QL and SmoA1 markedly suppress adipogenic differentiation as determined by triglyceride accumulation. RNA sequencing reveals that Gα_13_QL and SmoA1 regulate many of the same genes but that quantitative and qualitative differences exist. Differences also exist, we find, between SmoA1 and purmorphamine, an agonist for Smo. Therefore, while comparisons of constitutively active proteins are informative, extrapolations to the setting of agonists require care.

## Introduction

Considerable interest exists in the extent to which members of the Hedgehog family of secreted morphogens utilize heterotrimeric G proteins. The interest stems, first, from the fact that the signaling initiated by Hedgehogs is largely directed through Smoothened (Smo), a protein that exhibits a 7-transmembrane (7-TM) motif common to receptors that interact with G proteins [1,2]. Second, certain actions of Hedgehogs (through Smo) are sensitive to a pertussis toxin known to disrupt signaling through the G protein G_i_ [3–7]. Third, these and certain other [8,9] actions of Hedgehogs occur more rapidly than can be easily accommodated by ‘canonical’ signaling. Canonical signaling refers to the sequence of events that begins with the activation of Smo and culminates in the stabilization of Gli2 and Gli3 and consequent expression of Gli1 zinc-finger transcription factors (Gli) [10,11]. Canonical signaling sometimes requires G_i_, but not always [3,12–14]. Finally, Smo is capable of coupling to all members of the G_i_ family (i.e. G_i_, G_o_, and G_z_) and, as determined by GTP/GDP exchange, couples to this family alone with a strength comparable to other G_i_-coupled receptors [12,15].

Given the selectivity of Smo for G_i_ and what seems to be the mostly dedicated control of Gli transcription factors by Smo, we were surprised to discover that G proteins beyond G_i_ could activate reporter genes for Gli [16]. The G protein exhibiting the greatest activity in this regard was G_13_. Both wildtype and an active mutant of the α subunit of G_13_ (Gα_13_) increased the activity of Gli reporters in mouse C3H10T1/2 and human pancreatic cancer cells. This action was replicated in the latter cells by the G_q_- and G_12/13_-coupled cholecystokinin-A receptor and, as an agonist for this receptor, the C-terminal octapeptide of cholecystokinin. Cyclopamine, an antagonist at the level of Smo, had no effect on the actions of Gα_13_QL, precluding an indirect, autocrine activation. We proposed that G proteins such as G_13_ can provide access to Gli transcription factors apart from that provided by Smo.

We became interested, therefore, in the question of convergent signaling through Smo and G_13_, specifically the degree to which G_13_ can replicate the actions achieved by Smo through or apart from Gli transcription factors. The shared use of one or more of these transcription factors provides an inducement for this work, of course, but Smo and G_13_ have many other actions concordant with development [17–22]. The degree of overlap would help in understanding the extent to which agonists working through G_13_ might engage phenomena otherwise controlled by Hedgehogs. Here, using C3H10T1/2 and NIH 3T3-L1 cells as models for transition of mesenchymal-like cells toward osteoblastic and adipogenic lineages, respectively, and using recombinant adenoviruses in a modified transduction paradigm, we evaluated the actions of constitutively active forms of Smo and Gα_13_. We found that these two proteins share many actions in common, however differences clearly exist. We also found considerable differences to exist between constitutively active Smo and the Smo agonist purmorphamine, suggesting that extrapolation to the setting of an agonist can be complicated by what appear to be biases in signaling at one or more levels.

## Materials and methods

### Materials

Mouse C3H10T1/2 (CCL-226) and 3T3-L1 (CL-173) cells were obtained directly from American Type Culture Collection (Manassas, VA). Mouse SmoA1 cDNA [23] was a gift from Dr. Philip Beachy (Stanford University, CA). Human Gα_13_QL cDNA was provided by the cDNA Resource Center (www.cdna.org). pShuttle-CMV-lacZ and -GFP were obtained from Agilent Technologies (Santa Clara, CA). Polybrene, DEAE-dextran, and purmorphamine were obtained from Sigma-Aldrich (St. Louis, MO).

### Recombinant adenovirus constructs

Construction of recombinant adenoviruses was accomplished with reagents and instructions provided by Agilent Technologies. SmoA1 and Gα_13_QL were introduced into pShuttle-CMV by subcloning. pShuttle-CMV-LacZ, -GFP, -SmoA1, and -Gα_13_QL, respectively, were linearized and cotransformed with pAdEasy into BJ5183 by electroporation. Homologous recombinants were transformed into XL-10. Recombinants were PacI-digested and transfected into AD-293 cells to obtain primary viral stocks. Primary and subsequent stocks were amplified (up to 5 rounds total) as needed using AD-293 cells. Viral titers were determined using instructions provided with the AdEasy Viral Titer Kit (Agilent Technologies). Amplified stocks generally contained 5–15 x 10^8^ infectious units per ml. The recombinant viruses are referred to as AdV·LacZ, AdV·GFP, AdV·SmoA1, and AdV·Gα_13_QL.

### Cell culture and transformation

C3H10T1/2 cells were maintained in Basal Medium Eagle (BME) supplemented with 2 mM L-glutamine and 10% fetal bovine serum (FBS) at 37°C at 5% CO_2_; we did not use cells beyond 12 passages from purchase. 3T3-L1 cells were maintained in Dulbecco’s Modified Eagle Medium (DMEM) with 10% FBS at 37°C at 5% CO_2_. For most experiments involving transformation, cells at 80–90% confluence were incubated in medium without serum for 12 h then with recombinant adenovirus at the specified multiplicity of infection (MOI, i.e. infectious units per cell) in medium with 1% FBS for 6 h, with or without polycations as described in individual experiments. Cells destined for PCR or RNA-seq were transferred to fresh medium with 1% FBS for another 42 h; cells destined for alkaline phosphatase or Oil Red O assays were processed as described below. For experiments relating to stress fiber formation, cells at 60–70% were incubated with recombinant adenovirus for 6 h in medium without serum, then transferred to fresh medium, again without serum, for 18 h. Experiments with AdV·LacZ, AdV·SmoA1, and AdV·Gα_13_QL beyond those relating to optimization were most often performed at an MOI of 10 based on initial measurements of titers. Reevaluation of titers at the culmination of the experiments revealed MOIs of 8, 10, and 14 respectively. We retain the use of 10 as a nominal MOI in descriptions of the experiments.

### Assay for LacZ activity

LacZ activity was evaluated using chlorophenol red-β-D-galactopyranoside as described for the High Sensitivity β-galactosidase Assay Kit (Agilent Technologies). Cell lysates were incubated with the substrate usually for 30 min at room temperature. Absorbance was measured at 595 nm.

### Detection of Gli1 RNA by polymerase chain reaction

RNA was extracted using the RNeasy Mini Kit from QIAGEN (Valencia, CA). Reverse transcription was achieved using TaqMan Reverse Transcription Reagents from Life Technologies (Carlsbad, CA). PCR was performed using Taq DNA polymerase from Sigma using, for Gli1, 5’CCTAGCAATAAGGCTCCGGG3’ as the forward primer and 5’GGTTGGTATCCCCCACCTTG3’ as the reverse primer and, for GAPDH, 5’GTGGCAAAGTGGAGATTG3’ as the forward primer and 5’TCAGTGTAGCCCAAGATG3’ as the reverse primer. Denaturation, annealing, and chain elongation were performed at 94°, 60°, and 72°C, respectively, usually for 30 cycles.

### Phalloidin staining

Cells were fixed with 4% paraformaldehyde, blocked with bovine serum albumin, permeabilized with 0.1% Triton X-100, and incubated with 5 μg/ml fluorescein isothiocyanate (FITC)-Phalloidin from Sigma [24,25]. Cells were counterstained with 1 μg/ml 4’,6-diamidino-2-phenylindole (DAPI). Coverslips were mounted in VECTASHIELD Antifade Mounting Medium from Vector Labs (Burlingame, CA). A Zeiss-Axiophot microscope (40X objective, with an additional 1.6X magnification) was used to identify positive cells, which were counted in 12–20 random fields for each treatment. Exposure times were 400 ms and 20 μs for FITC and DAPI, respectively.

### Alkaline phosphatase expression

Cells infected with recombinant adenoviruses, or treated with purmorphamine as noted, were grown in BME supplemented with 2 mM glutamine, 50 μg/ml ascorbic acid, 10 mM β-glycerophosphate, and 10% FBS for 7–8 days. Cells were solubilized in 150 mM NaCl, 5 mM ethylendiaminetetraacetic acid, pH 8.0, 50 mM Tris, pH 8.0, 1% Nonidet P-40, 0.5% sodium deoxycholate, and 0.1% sodium dodecyl sulfate and cleared by centrifugation. Each cell extract (20 μl) was combined with 160 μl 1 M diethanolamine plus 0.5 mM MgCl_2_, pH 9.8, and 20 μl of 1 mg/ml *p*-nitrophenyl phosphate in one well of a 96-well plate. The plate was incubated at 37° C for 20–60 min, at which time absorbance at 400 nm was measured.

### Adipogenic differentiation and Oil Red O staining

We followed the adipogenic differentiation protocol devised by Zebisch et al [26]. 3T3-L1 cells infected with recombinant adenoviruses were cultured for 3 days in DMEM containing 10% FBS, then cultured for 2 days in the same medium but containing as well 0.5 mM isobutylmethylxanthine, 0.25 μM dexamethasone, 1 μg/ml insulin, and 2 μM rosiglitazone for 48 h, then for 2 days in the same medium but with insulin alone, then for one week in the original medium without supplementation. Oil Red O staining was evaluated with a protocol provided by Lonza (Walkersville, MD). Briefly, the cells were fixed with 10% formalin then incubated with Oil Red O (Sigma); affixed Oil Red O was extracted with isopropanol and quantitated by absorbance at 490 nm.

### Purmorphamine treatment prior to RNA-sequencing

C3H10T1/2 cells were grown to 85% confluency, serum-starved in medium without FBS for 12 hr, then treated with 2 μM purmorphamine or vehicle (dimethylsufoxide (DMSO), 0.02%) for 48 h in the continued absence of serum. The concentration of 2 μM was found to be optimal in assays of alkaline phosphatase expression (S1 Fig).

### RNA-sequencing

Cells were harvested two days following transduction with recombinant adenoviruses or exposure to purmorphamine for total RNA extraction using the RNeasy Minikit (QIAGEN). RNA quality (RNA integrity number > 8) was assured by analysis with an Agilent Bioanalyzer and an Invitrogen Qubit fluorometric assay. RNA-sequencing (RNA-seq) was performed by the Next Generation Sequencing Core at the Penn campus using a TruSeq Stranded Total RNA Library Prep Kit with Ribo-Zero Gold. Single-read sequencing was performed on an Illumina HiSeq 4000 to 100 bases. Data were normalized using a read resampling approach to equalize the read counts across all samples before quantifying (https://github.com/itmat/Normalization). Data were quantified at the gene level and (FDR-based) q-values for differentially expressed genes were obtained using Limma-Voom followed by Benjamini-Hochberg. Genes were sorted by q-value. Data are available through GEO (GSE98841, for proteins introduced by means of recombinant adenoviruses, and GSE111669, for purmorphamine). Fold increases or decreases for transcripts in response to SmoA1 and Gα_13_QL relative to LacZ, or of purmorphamine relative to vehicle (DMSO), were determined based on normalized reads; in the case of -fold increases with SmoA1 or Gα_13_QL, or with purmorphamine, for any gene whose expression could not be detected with LacZ, or with vehicle in the case of purmorphamine, we used a nominal value of 1 read for the divisor.

### Statistics

Data obtained through cell-based assays were evaluated using a two-tailed Students t-test. For RNA-seq, *p* values were converted to Benjamini-Hochberg *q*-values; only data with a False-Discovery Rate (FDR) less than 0.2 are reported.

## Results

We found previously that the α subunit of the G protein G_13_ increases the activity of one or more Gli transcription factors in C3H10T1/2 and pancreatic cancer cells [16]. Given that Smo relies heavily on these transcription factors in its actions, and that both Smo and G_13_ play important roles in a variety of developmental settings, we wanted to evaluate the potential for overlap in signaling between the two. We used C3H10T1/2 and 3T3-L1 cells as convenient models of osteogenic and adipogenic differentiation, respectively, and constitutively active forms of G_13_ and Smo, Gα_13_QL [27] and SmoA1 [23], to engage signaling.

Our first challenge was to achieve a sufficiently good expression of SmoA1 and Gα_13_QL in C3H10T1/2 cells, as we had found these cells in previous studies to be quite difficult to transfect. We turned to recombinant adenoviruses. Pilot experiments with a recombinant adenovirus encoding LacZ revealed, still, only minimal expression following transduction of the cells using standard protocols, even at an MOI of 1000 (Fig 1, panel A; compare activities to panel C). We therefore explored a technique employing polycations, which are thought to facilitate attachment of adenoviruses to the negatively charged cell membrane absent other binding mechanisms [28]. We found that inclusion of polybrene or DEAE-dextran at the time of exposure of the cells to the recombinant adenoviruses increased levels of subsequent LacZ expression up to 40-fold, and did so at MOIs that were 50–100-fold lower (Fig 1B and 1C). Experiments with GFP, moreover, demonstrated that the polycations increased the percentage of cells expressing protein from 2–7% to about 80% (Fig 1D).

**Fig 1:**
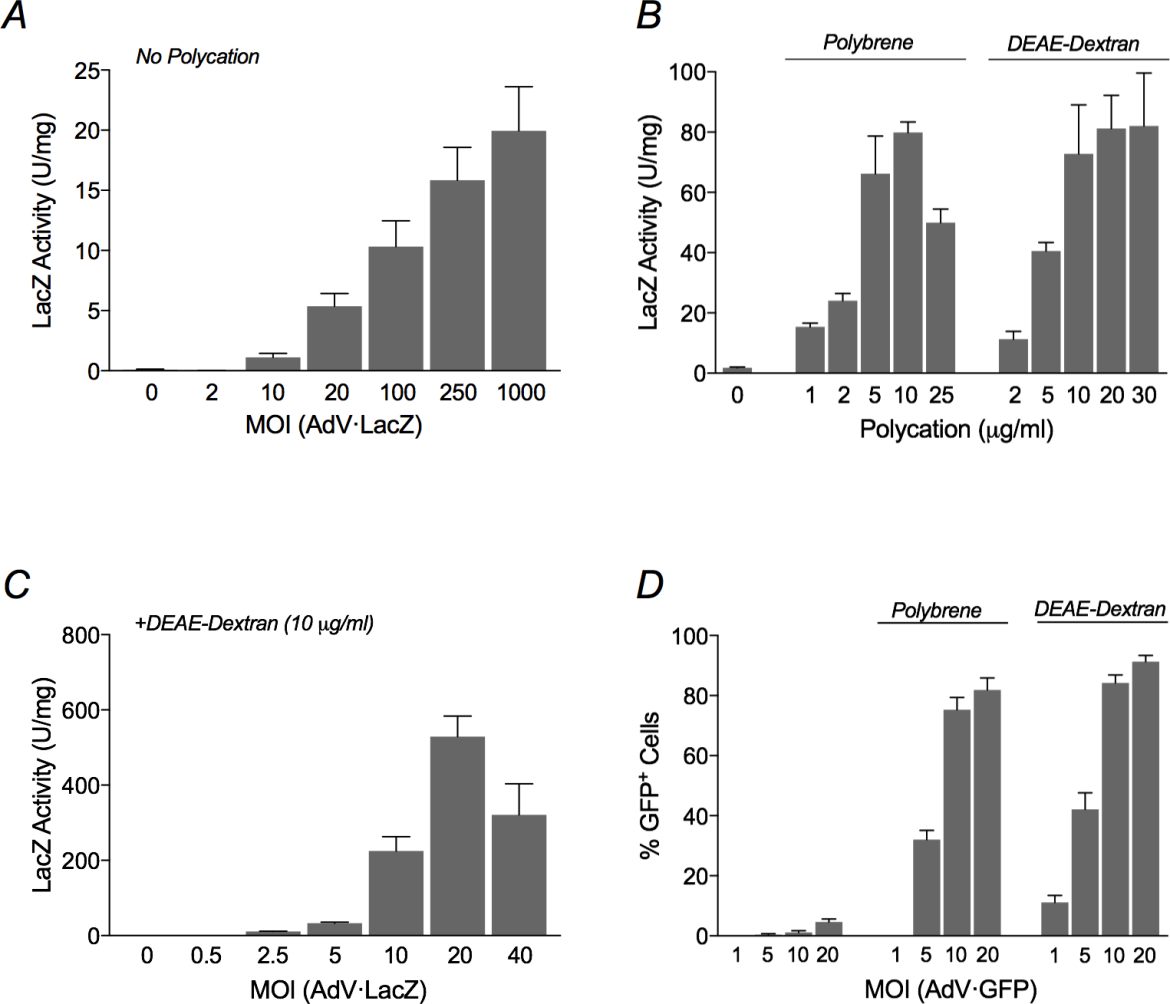
Enhancement of adenoviral transduction by polycations. C3H10T1/2 cells were transduced with recombinant adenoviruses expressing LacZ (AdV·LacZ) or GFP (AdV·GFP) in the presence or absence of polycations. (A) Cells were transduced with AdV·LacZ at the indicated MOIs in the absence of polycation. The cells were lysed 2 days later, and LacZ activity was measured. Activity is expressed as units per mg cell lysate. The data are averages of three different experiments, each carried out in triplicate, ± SEM; *p* <0 .05 for MOIs ≥ 20 relative to no virus. (B) Cells were transduced with AdV·LacZ at an MOI of 10 at the indicated concentrations of polybrene and DEAE-dextran. The cells were lysed 2 days later, and LacZ activity was measured. The data are from an individual experiment that represents three experiments total, each carried out in triplicate but using slightly different sets of concentrations of polycations, ± SEM; *p* < 0.01 at all concentrations of polycation relative to no polycation. (C) Cells were transduced with AdV·LacZ at the indicated MOIs in the presence of 10 μg/ml DEAE-Dextran. The cells were lysed 2 days later, and LacZ activity was measured. The data are averages of four different experiments, each carried out in triplicate, ± SEM; *p* < 0.05 for MOIs ≥ 2.5 relative to no virus. (D) Cells were transduced with AdV·GFP at the indicated MOIs without or with polybrene (5 μg/ml) or DEAE-dextran (10 μg/ml). The cells were fixed 2 days later, counterstained with DAPI, and evaluated as the number of GFP- relative to DAPI-positive cells by fluorescence microscopy. The data are from an individual experiment that represents three experiments total, each carried out using a minimum of 10 random fields for each data point, but using slightly different sets of concentrations of polycations, ± SEM; *p* < 0.01 for MOIs ≥ 5 in the presence of polycation relative to absence of polycation.

We turned then to recombinant adenoviruses expressing SmoA1 and Gα_13_QL. Fig 2 shows that introduction of SmoA1 into C3H10T1/2 cells, now using DEAE-dextran, leads to an increase in Gli1 mRNA (Fig 2, see top panel). This is a well documented action of Smo, likely attributable to transactivation of *gli1* by Gli2 and/or Gli3 [29–31]. We found that Gα_13_QL also increases Gli1 mRNA. This finding could not have been predicted (see Discussion), but is consistent with the increase in Gli activity by Gα_13_QL observed previously [16].

**Fig 2:**
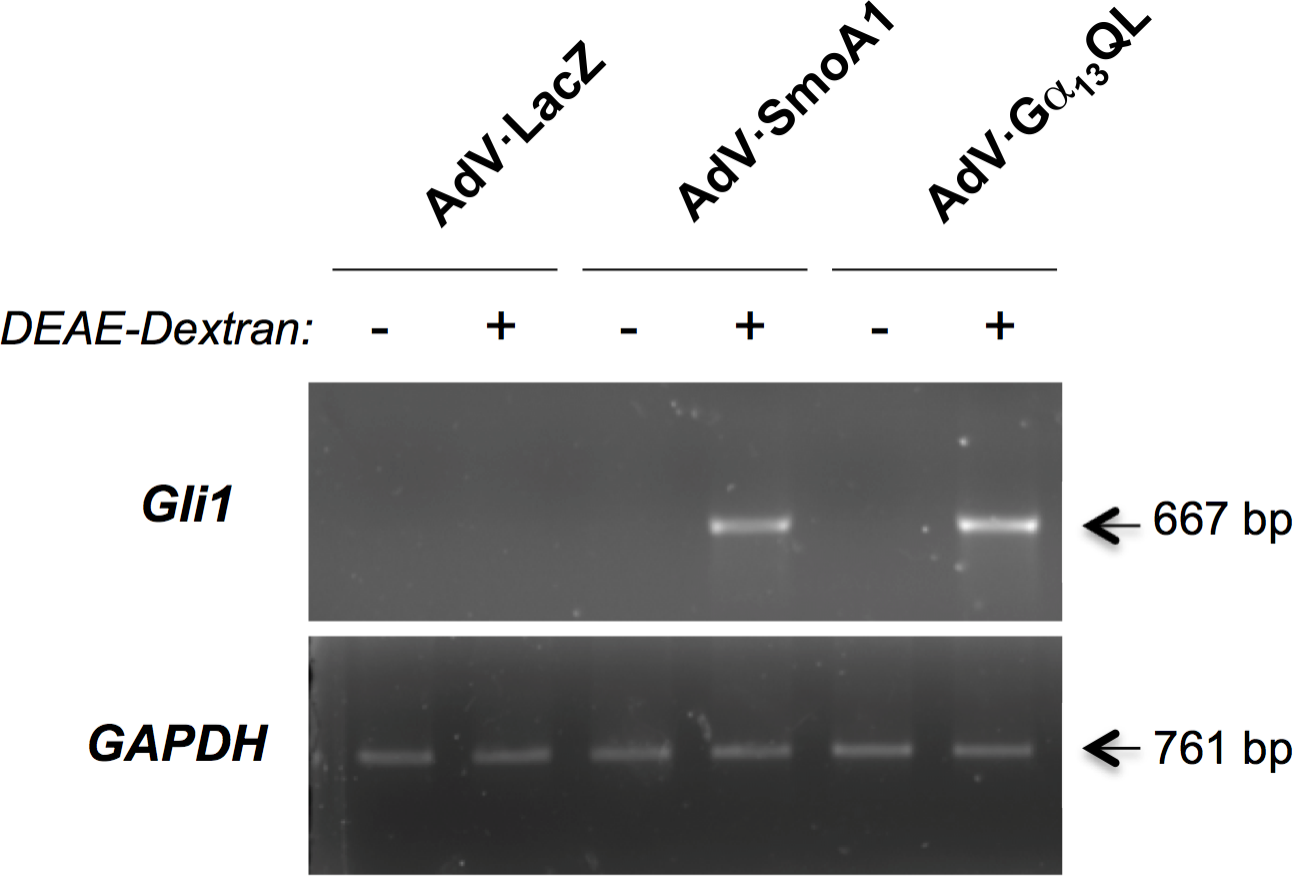
Induction of Gli1 by SmoA1 and Gα_13_QL. C3H10T1/2 cells were transduced with recombinant adenoviruses encoding LacZ, SmoA1, or Gα_13_QL (MOI = 10) in the presence or absence of DEAE-Dextran (10 μg/ml) as noted. At 2 days following transduction, RNA was extracted for PCR with primers specific for Gli1 and, as a control for loading, GAPDH. Arrows denote anticipated sizes of the products. Shown is one experiment, which is representative of three total.

While induction of Gli1 is a prototypic action of Smo, stress fiber formation is similarly a prototypic action of G_13_. The underlying mechanism is the activation through Gα_13_ of the monomeric G protein Rho [32]. Expression of Gα_13_QL in C3H10T1/2 cells causes, as anticipated, formation of actin fibers easily identified with FITC-phalloidin (Fig 3). Thus, SmoA1 (above) and Gα_13_QL (here) each engage in activities that attest to appropriate functionality. SmoA1 has no impact on FITC-phalloidin staining, at least under the constraints of the assay, e.g. expression and degree of cell confluency. While Gα_13_QL can mimic SmoA1 in increasing Gli1, therefore, SmoA1 does not to reciprocally mimic Gα_13_QL in causing stress fiber formation under the same conditions.

**Fig 3:**
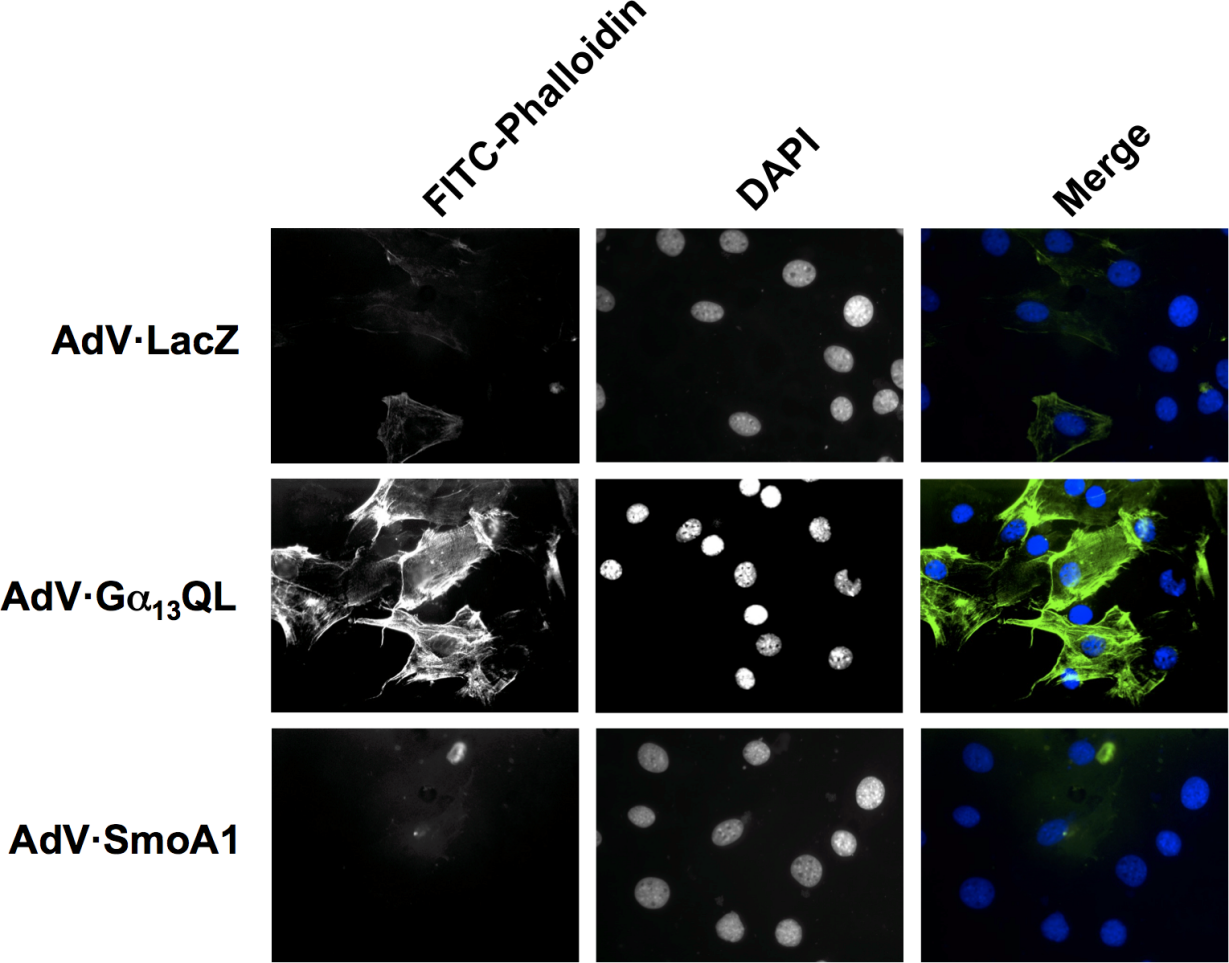
Stress fiber formation in response to SmoA1 and Gα_13_QL. C3H10T1/2 cells grown on coverslips were serum-starved for 12 h then incubated with recombinant adenoviruses encoding LacZ, SmoA1, or Gα_13_QL (MOI = 10) in the presence of DEAE-Dextran (10 μg/ml). They were serum-starved an additional 18 h and fixed with paraformaldehyde. F-actin was stained with FITC-Phalloidin, and nuclei were counterstained with DAPI. ‘Merge’ is pseudocolored. Shown is one experiment representative of three total. Few or no stress fibers were identified in the absence of transduction (S2 Fig).

Induction of alkaline phosphatase marks progression of C3H10T1/2 cells through osteoblastic differentiation [33–36]. The introduction of SmoA1 into these cells increases, as expected, alkaline phosphatase activity (Fig 4). The activity is greater than that achieved through endogenous Smo with purmorphamine, used as a point of reference. Gα_13_QL, too, increases alkaline phosphatase activity, however only modestly. We found the actions of Gα_13_QL on alkaline phosphatase, moreover, to require ascorbic acid and β-glycerophosphate (S3 Fig), which are components of a commonly used ‘pro-osteogenic’ media. The actions of SmoA1 did not require these reagents.

**Fig 4:**
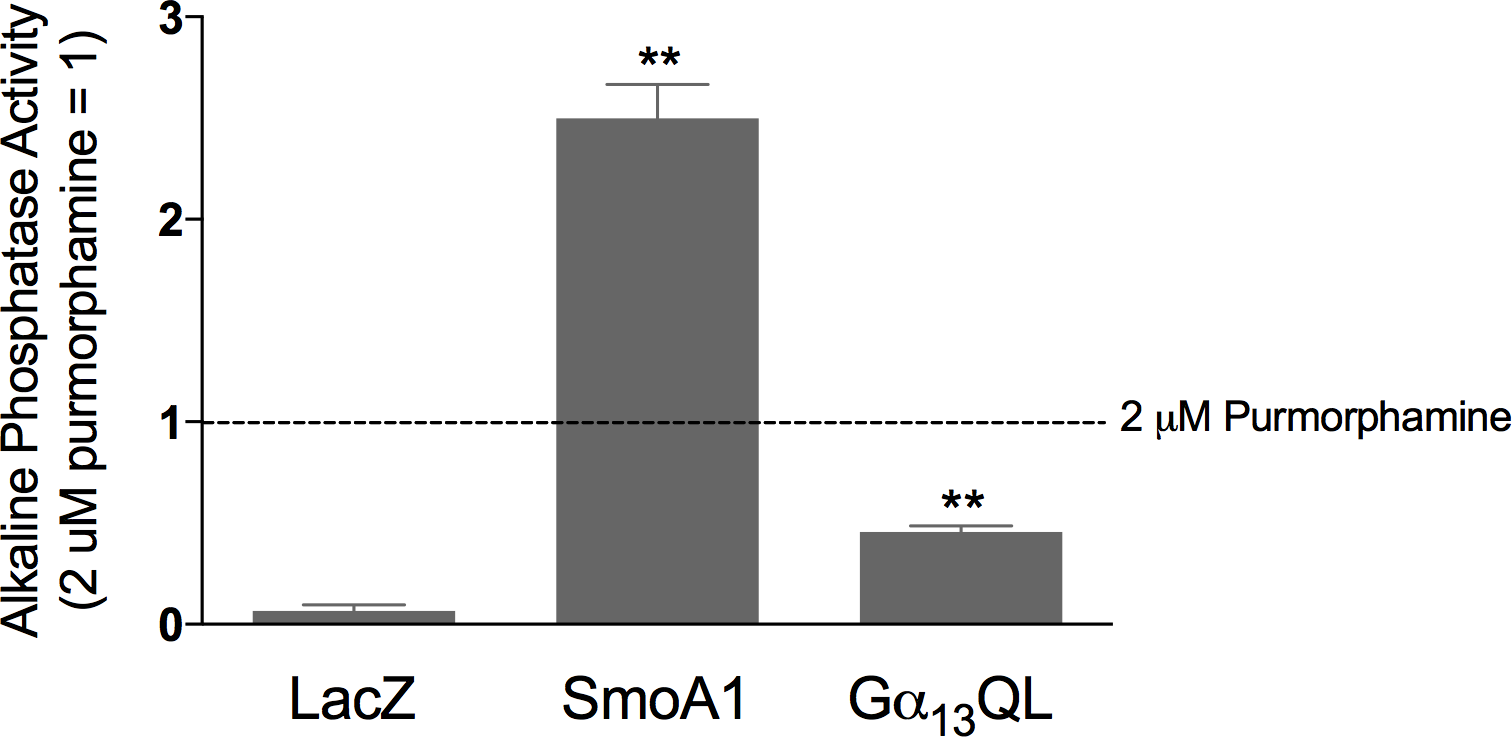
Alkaline phosphatase induction in response to SmoA1 and Gα_13_QL. C3H10T1/2 cells were transduced with recombinant adenoviruses encoding LacZ, SmoA1, or Gα_13_QL (MOI = 10) in the presence of DEAE-Dextran (10 μg/ml) then, together with cells exposed to 2 μM purmorphamine as a point of reference, cultured for 8 days in medium containing 50 μg/ml ascorbic acid and 10 mM β-glycerophosphate, at which point alkaline phosphatase activity was determined and normalized to that achieved with purmorphamine. The data are averages of 5 experiments, each performed in triplicate, ± SEM; **, p < 0.01 relative to LacZ.

Sonic hedgehog inhibits adipogenic differentiation [36,37]. To examine the effects of SmoA1 and Gα_13_QL on adipogenesis, we used mouse 3T3-L1 cells, which constitute a preadipocyte cell line that differentiates into adipocytes more easily and with greater efficiency than C3H10T1/2 cells. Fig 5 shows that both SmoA1 and Gα_13_QL inhibit adipogenesis. Specifically, they inhibit triglyceride accumulation as identified through Oil Red O staining of cells induced to differentiate with a combination of isobutylmethylxanthine, dexamethasone, insulin, and rosiglitazone. The degree of inhibition by the two proteins, about 80%, was equivalent.

**Fig 5:**
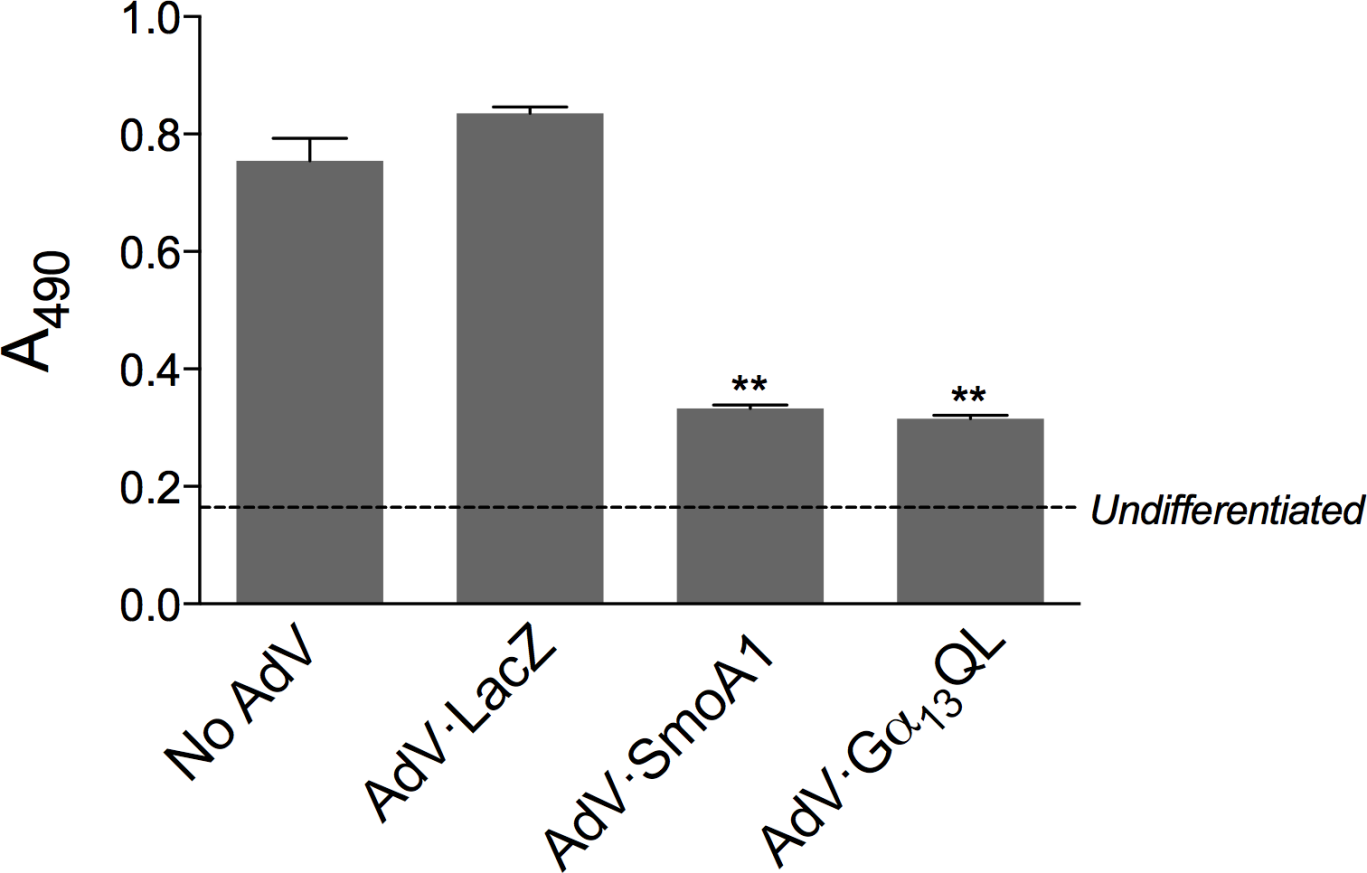
Effect of SmoA1 and Gα_13_QL on 3T3-L1 adipogenic differentiation. 3T3-L1 fibroblasts were transduced with recombinant adenoviruses encoding with LacZ, SmoA1, or Gα_13_QL (MOI of 10), or no virus, in the presence of DEAE-dextran (10 μg/ml). The medium was replaced, and the cells were induced to differentiate with a combination of IBMX (0.5 mM), dexamethasone (0.25 μM), rosiglitazone (2 μM), and insulin (1 μg/ml) as described in ‘Materials and Methods’. The cells were fixed at 2 weeks, and triglyceride accumulation was evaluated with Oil Red O. The data shown are from one experiment representative of three total, each carried out in triplicate, ± SEM; **, p < 0.01 relative to LacZ. ‘Undifferentiated’ refers to the absorbance for cells not induced to differentiate. For the three experiments, the average A_490_ for SmoA1 and Gα_13_QL relative to that for untransformed differentiated cells, subtracting the absorbance for undifferentiated cells, was 0.1 ± 0.07 for both SmoA1 and Gα_13_QL (p < 0.05).

We turned to RNA sequencing as a means to evaluate better the transcriptional events consequent to introduction of SmoA1 and Gα_13_QL. SmoA1 increased transcripts for approximately 6700 genes, while Gα_13_QL increased transcripts for 4900 genes. Of these, 3900 were common to the two proteins. The 100 genes most strongly induced are noted (S1 Table). Of the approximately 3800 and 4300 genes whose transcripts were decreased by SmoA1 and Gα_13_QL, about 3000 were common to the two. As shown (Table 1), changes in gene activity were consistent with the above cell assays: SmoA1 increased transcripts for Gli1 and three alkaline phosphatases, Akp3, Alpi, and Alppl2; Gα_13_QL increased transcripts for Gli1 and Akp3, with the increase in Akp3 being considerably less than that achieved by SmoA1; and SmoA1 and Gα_13_QL both decreased transcripts for several transcription factors relevant to adipogenesis.

**Table 1:** Changes in transcripts for selected genes in C3H10T1/2 cells following introduction of SmoA1 and Gα_13_QL, or exposure to purmorphamine.

		*SmoA1*	*Gα*_*13*_*QL*	*Purmorphamine*
	*-fold*			
***Immediate Hh signaling***				
	Gli1	2	7	277
***Alkaline phosphatases***				
	Akp3	4053	81	—
	Alpi	2527	—	—
	Alpl	—	—	607
	Alppl2	1220	—	—
***Adipogenesis***				
	c/EBPα	0.29	0.25	0.71
	c/EBPβ	0.54	0.29	—
	c/EBPδ	0.63	0.13	0.68
	PPARγ	0.69	—	0.87

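Reads for 4 transcription factors of adipogenesis were counted in C3H10T1/2 cells, a mouse line of mesenchymal origin that can differentiate into osteoblasts or adipocytes, after 48 h with 2 μM purmorphamine, a small-molecule agonist of Smo (n = 4 libraries), or with 0.02% DMSO as vehicle (n = 3 libraries). The values are reads per gene as the authors deposited them, resampled to equal depth, and the log2 fold changes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 12388 genes tested. Cebpa, which encodes C/EBPα (ENSMUSG00000034957, chromosome 7 from 35119293 to 35121928 in GRCm38), had 319 ± 10.5 reads (SD, n = 3) with vehicle and 226 ± 29.8 (SD, n = 4) with purmorphamine. Its log2 fold change was -0.55 (standard error 0.097, adjusted p = 0.00018 from edgeR), and the ratio of the mean reads was 0.706. Cebpd, which encodes C/EBPδ (ENSMUSG00000071637, chromosome 16 from 15887286 to 15891031), had 189 ± 24.9 reads with vehicle and 128 ± 4.24 with purmorphamine, a log2 fold change of -0.61 (standard error 0.106, adjusted p = 0.000158 from edgeR) and a ratio of 0.677. Pparg, which encodes PPARγ (ENSMUSG00000000440, chromosome 6 from 115360951 to 115490399), fell less, from 683 ± 26.2 to 592 ± 29.2 reads, with a log2 fold change of -0.25 (standard error 0.0599, adjusted p = 0.00225 from edgeR) and a ratio of 0.867. For these 3 genes every purmorphamine library lay below every vehicle library (exact permutation test, two-sided, p = 0.0286, the smallest that 3 libraries against 4 allow). Cebpb, which encodes C/EBPβ (ENSMUSG00000056501, chromosome 2 from 167688915 to 167690418), had 109 ± 11.0 reads with vehicle and 116 ± 13.1 with purmorphamine, a difference within the spread between libraries (exact permutation test, two-sided, p = 0.743). With each library left out in turn, its log2 fold change ran from -0.0022 (without DMSO replicate 2) to 0.14.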

Listed are *-fold* changes by SmoA1 and Gα_13_QL, relative to LacZ, and by 2 μM purmorphamine, relative to vehicle (0.02% DMSO), in transcripts from C3H10T1/2 cells of genes perceived relevant to the cell assays conducted in this study (n = 3 for SmoA1 and Gα_13_QL (vs. n = 3 for LacZ), n = 4 for purmorphamine (vs. n = 3 for vehicle), using changes in transcripts with an FDR < 0.2). ‘—‘, FDR ≥ 0.2, or transcripts not detected. Complete RNA-seq data are archived through GEO, specifically GSE98841 for SmoA1 and Gα_13_QL, and GSE111669 for purmorphamine.

The RNA-seq data utilizing recombinant adenoviruses revealed two anomalies. First, a BLAST analysis using a 60-nt portion of the SV40 polyA sequence immediately 3’ of the transgenes detected an average of 105, 1.7, and 29 reads for LacZ, SmoA1, and Gα_13_QL, respectively, normalized to 30 million reads total, indicating unequal transcription of the transgenes, despite being driven by the same promoter and not justified by the small differences noted in Materials and Methods in viral titer. Second, a high percentage of non-mouse reads, primarily adenovirus and including E1b and E3, were found for SmoA1 and Gα_13_QL samples (42% and 65%, respectively, versus 14% for LacZ). The presence of E1b and E3 would indicate some recombination to wildtype virus, however no cell lysis was evident in any of the above-mentioned assays.

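Purmorphamine was evaluated by RNA sequencing in C3H10T1/2 cells without recombinant adenovirus. The cells were serum-starved for 12 h and then exposed for 48 h to 2 μM purmorphamine or to vehicle. The paper limits the cells to 12 passages and the sample labels to 10. The libraries were stranded and made from total RNA depleted of ribosomal RNA. Libraries numbered 2, 3 and 4 were from vehicle-treated cells and those numbered 5, 6, 7 and 8 from purmorphamine-treated cells, so that no library of one group shared a number with a library of the other. The authors resampled the reads to equalize the libraries and then counted, for each gene, the reads on its sense strand. The counts used here therefore already include that normalization. The aligner, genome build and gene annotation are not named in the paper's text. Totals ran from 14341258 to 14342154 reads with vehicle (median 14341405) and from 14337225 to 14339393 with purmorphamine (median 14338108.5). At this depth a count of 0 allows up to 3 reads, or 0.209 CPM (counts scaled to library size), covering counting error only. The table lists 18468 genes, each with at least 1 read in at least 1 library. Within a treatment, pairs of libraries differed by more than sampling noise, with a mean chi-square per gene from 2.13 to 8.44, and none was a copy of another. Between treatments it ran from 46.4 to 59.7. The first principal component of log2 CPM held 79.8% of the variance and separated the treatments. No sequencing batch is given in the labels or the paper. Differential expression was computed from the counts with edgeR, using TMM factors (0.978 to 0.986 with vehicle and 1.01 to 1.02 with purmorphamine), edgeR's default filter on low counts and a quasi-likelihood test. The study's FDR threshold of 0.2 was kept, whereas its test, limma-voom, was run as an alternative. Gene positions are given in GRCm38 by Ensembl identifier, since the coordinates in the table are of another, unnamed build. Endogenous Smo (ENSMUSG00000001761, chromosome 6 from 29735503 to 29761365) had 2521 ± 64.3 reads (SD, n = 3) with vehicle and 3186 ± 223 (SD, n = 4) with purmorphamine, a log2 fold change of 0.29 (standard error 0.0533, adjusted p = 0.000256 from edgeR).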

Given the anomalies, and as well our desire to extend the studies to a transient setting, we turned to purmorphamine, a small-molecule agonist for Smo, which is endogenous to C3H10T1/2 cells [38–40]. 

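Of the 12388 genes that passed the filter on low counts, 3887 had more transcripts in purmorphamine-treated than in vehicle-treated cells at an adjusted p under 0.2 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Most of the increases were small. Their median log2 fold change was 0.34, and 977 of the genes increased by at least 1.5-fold and 397 by at least 2-fold. For 3318 of the 3887 genes, every purmorphamine library was above every vehicle library in the deposited counts. Over all genes tested, 6135 (49.5%) had groups that did not overlap in either direction, where chance gives 5.71%. The fold threshold moved the count most, followed by an adjusted p under 0.05, which left 2879 increased genes. Using the library totals alone in place of TMM factors gave 4650 increased genes. Of the 5 largest increases among genes with a mean of at least 50 reads, Sostdc1 (chromosome 12 from 36314139 to 36318452) had no reads in any vehicle library and 143 ± 18.9 (SD, n = 4) with purmorphamine, at least 47.7-fold higher. Tec (chromosome 5 from 72755716 to 72868483) rose from 5.0 ± 3.61 to 241 ± 11.3 reads, a log2 fold change of 5.51 (standard error 0.215, adjusted p = 1.82e-12 from edgeR) that was 6.23 without DMSO replicate 2. The other three were Alpl, Gli1 and Hhip.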

Exposure of the cells to purmorphamine increased transcripts for about 4700 genes. Of these genes, about 1900, or 40%, matched those whose transcripts were increased by SmoA1. Of the approximately 3500 genes whose transcripts were decreased by purmorphamine, about 1400, or again 40%, matched those whose transcripts were decreased by SmoA1. 

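Transcripts for 3854 genes were decreased in purmorphamine-treated cells at the same adjusted p, with a median log2 fold change of -0.30. Of these, 936 decreased by at least 1.5-fold and 428 by at least 2-fold, and for 2521 of them every purmorphamine library was below every vehicle library. Without TMM scaling the number was 3163. Among genes with a mean of at least 50 reads, the largest decrease was that of Meox1 (chromosome 11 from 101877510 to 101894374), from 117 ± 17.5 reads (SD, n = 3) to 3.0 ± 1.83 (SD, n = 4), a log2 fold change of -5.27 (standard error 0.268, adjusted p = 5.52e-11 from edgeR's quasi-likelihood test). Cmtm5 (chromosome 14 from 54936261 to 54939274) fell from 122 ± 6.25 to 4.25 ± 0.957 reads, Acan (chromosome 7 from 79053483 to 79115099) from 124 ± 10.2 to 6.25 ± 3.4 reads, Aif1l (chromosome 2 from 31950139 to 31973442) from 431 ± 24.9 to 25.0 ± 8.41 reads, and Bmx (chromosome X from 164192842 to 164258193) from 137 ± 19.1 to 8.75 ± 2.87 reads. Their log2 fold changes lay between -4.85 and -4.00, and in each the groups did not overlap. Which of the decreased genes SmoA1 also decreased was not analysed here.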

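Gli1 (ENSMUSG00000025407, chromosome 10 from 127329882 to 127341974, minus strand) had 12, 7 and 11 reads in the vehicle libraries and 2811, 3171, 2576 and 2522 in the purmorphamine libraries. The means were 10.0 ± 2.65 (SD, n = 3) and 2770.0 ± 295 reads (SD, n = 4), a ratio of 277. Its log2 fold change was 8.05 (standard error 0.143, adjusted p = 1.45e-16 from edgeR's quasi-likelihood test), and with each library left out in turn it stayed between 7.85 and 8.20. Whether the few vehicle reads were transcripts of those cells or reads assigned from the purmorphamine libraries was not resolved (Fisher's exact test, one-sided, p = 0.223). Alpl (ENSMUSG00000028766, chromosome 4 from 137741733 to 137796384, minus strand), which encodes the tissue-nonspecific alkaline phosphatase, had 0, 1 and 0 reads with vehicle and 195, 228, 205 and 181 with purmorphamine. With a vehicle mean under 1 replaced by 1 read, the ratio of the means was 202. Against the 3 reads that a count of 0 allows, Alpl was at least 67.4-fold higher with purmorphamine. For both genes the groups did not overlap (exact permutation test, two-sided, p = 0.0286). Akp3, Alpi and Alppl2, neighbouring genes on chromosome 1 (87124973 to 87127912, 87098002 to 87101606 and 87086694 to 87089928), have no row in the table used and were not analysed here. Other genes of the Hedgehog pathway were counted in the same libraries. Ptch1 rose from 521 ± 15.1 to 10922.5 ± 475 reads, a log2 fold change of 4.34 (standard error 0.0597, adjusted p = 6.39e-18 from edgeR). Gli2 rose from 272 ± 11.5 to 698 ± 50.9 reads. Hhip, with at most 1 read in a vehicle library, was at least 55.1-fold higher with purmorphamine. Gli3 changed little, from 1633 ± 77.9 to 1563 ± 21.7 reads. The deposited counts of its groups overlapped, whereas after TMM scaling the exact permutation test gave p = 0.0286. Its adjusted p from edgeR was 0.0648 with TMM scaling and 0.285 without. The paper sets the purmorphamine values of Gli1 and the alkaline phosphatases beside those of SmoA1 in Table 1.

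**Figure D1:**
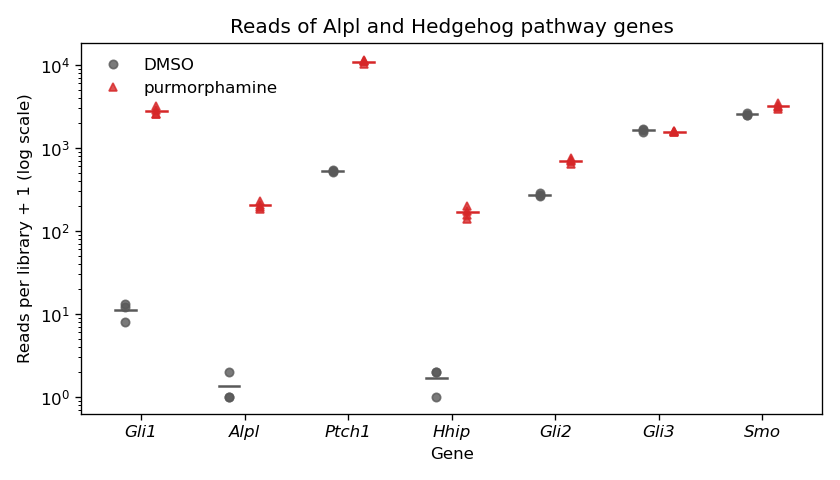
Reads per library plus 1, on a log scale, for Alpl and 6 genes of the Hedgehog pathway in C3H10T1/2 cells, with each vehicle (DMSO) library as a circle, each purmorphamine library as a triangle and each group mean as a bar. The purmorphamine libraries sit above the vehicle libraries for every gene plotted except Gli3, whose deposited counts overlap between the groups.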

Of the differences between purmorphamine and SmoA1, some were striking: the -fold increase in transcripts for Gli1 was 100 times greater with purmorphamine than that with SmoA1, and while SmoA1 increased transcripts for Akp3, Alpi, and Alppl2, purmorphamine increased transcripts for another phosphatase altogether, Alpl (Table 1). In an effort to filter out increases or decreases in transcripts for SmoA1 that were conceivably nonspecific, for instance relating to the adenovirus vector, we identified SmoA1 genes whose transcripts were uniquely changed in relation to Gα_13_QL then evaluated matches between these and the genes regulated by purmorphamine. Selection did not enrich for matches between the two. For genes whose transcripts were uniquely increased in SmoA1 relative to Gα_13_QL, 29% matched those whose transcripts were increased by purmorphamine, versus 28% without selection. For genes whose transcripts were uniquely decreased in SmoA1 relative to Gα_13_QL, 27% matched those whose transcripts were decreased by purmorphamine, versus 37% without selection. The lack of enrichment implies that the difference between SmoA1 and purmorphamine is not related to nonspecific events.

## Discussion

Our goal in this study was to begin to understand the extent to which G_13_ can replicate the actions of Smo. We had demonstrated previously that Gα_13_ activates Gli reporter constructs, but we wanted here to evaluate its actions in the context of differentiation, and of gene regulation expressly. We also came to a point of wanting to understand, in the context of Smo, differences in signaling between mutationally and agonist-activated receptor.

The choice of constitutively active forms of Smo and Gα_13_ was based on their ability to provide strong, unequivocal signals, and hence to provide a reasonable starting point in evaluating potential. Our choice of a receptor (SmoA1) vs. a G protein α subunit (Gα_13_QL) was dictated by the tools available. A constitutively active G_13_-selective receptor would have made sense, yet none exists. In our focus on G_13_, furthermore, we wanted to avoid G protein-independent forms of transduction.

We should not have been surprised at the poor efficiency of transduction for C3H10T1/2 cells: MOIs reported for this cell line are not uncommonly 100, and few studies report the percent of cells actually transduced [41–43]. The inclusion of polycations during exposure of the cells to recombinant adenoviruses, however, provided the efficiency we needed. Polycations are viewed to overcome charge repulsion between the negatively charged adenovirus particle and cell surface membrane [28], and can be advantageous if the cell lacks surface proteins utilized by the viruses as receptors for entry.

The increase in Gli1 mRNA promoted by Gα_13_QL in C3H10T1/2 cells, observed by PCR and verified by RNA-seq, while consistent with the increase in Gli activity previously determined by us for these cells [16], was not necessarily expected. We had found, specifically, in L3.6 pancreatic cancer cells that Gα_13_QL does not increase Gli1 despite increasing Gli reporter gene activity [16]. We suspect the difference between the two types of cells lies in Gli1 expression prior to introduction of Gα_13_QL. L3.6 cells express quite high levels of Gli1 at the outset, while C3H10T1/2 cells appear not to. It is conceivable, therefore, that the exact form of regulation, for example transcriptional (C3H10T1/2 cells) versus post-translational (L3.6 cells), is conditioned on preexisting levels of Gli1. We found the increase in Gli1 mRNA by Gα_13_QL in C3H10T1/2 cells to be comparable if not greater than that achieved with SmoA1. This has no bearing, however, on the specific activities of Gα_13_QL versus SmoA1. In fact, BLAST analysis of RNA-seq reads reveals that SmoA1 is considerably less well expressed than Gα_13_QL.

SmoA1 can activate the monomeric G protein Rho in some cells [6,44,45], but the lack of any effect of SmoA1 on stress fiber formation in C3H10T1/2 cells, at least under the conditions of the assay, suggests that it does not activate Rho in these cells. If the link between Smo and Rho is achieved through G_i_, as we and others have argued [6,44,46], then C3H10T1/2 cells may lack the mechanism through which G_i_ activates Rho. This is the case in the majority of cells [32]. The absence of stress fiber formation in response to SmoA1 helps to corroborate our assertion [16] that Smo does not couple to G_12_ or G_13_, as had been posited elsewhere [47], but again the argument is tempered by the constraints of the assay.

We find that Gα_13_QL, like SmoA1, can induce alkaline phosphatase activity, a marker of osteogenic differentiation. The induction is much less than that achieved by SmoA1. The difference in degree of induction is corroborated by RNA-seq: the three alkaline phosphatase genes most highly induced by SmoA1 are Akp3, Alpi, and Alppl2; Akp3 is induced by Gα_13_QL but not nearly to the same extent as by SmoA1. The increase in alkaline phosphatase activity achieved through Smo is normally credited to Gli1 [36,48]. While the increase in Gli1 mRNA by Gα_13_QL exceeds that achieved by SmoA1, this did not translate into a greater degree of alkaline phosphatase activity. It is conceivable that Gli1 is required but not sufficient and that Gα_13_QL does not engage the other requisite factors. Alternatively, the 2-day point of assay may not fully reflect increases in Gli1 by SmoA1 through the duration (8 days) of osteogenic induction.

Although SmoA1 and Gα_13_QL differ in the extent to which they induce alkaline phosphatase, the inhibition of adipogenesis by the two, as evaluated through triglyceride accumulation, is similar and substantial. Both moreover decreased C/EBPα, β, and δ, key transcription factors in adipogenesis [49] as evaluated by RNA-seq. SmoA1, but not Gα_13_QL, decreased PPARγ, another critical transcription factor. These data show a degree of overlap between SmoA1 and Gα_13_QL, but again with distinctions. It is important to bear in mind here, as for osteogenesis above, that differentiation is a slowly unfolding process and that gene transcripts are evaluated in the present study at only one, early time point.

RNA sequencing revealed considerable overlap in the total number of genes regulated by SmoA1 and Gα_13_QL. We harbored no expectations that LacZ, SmoA1, and Gα_13_QL would be expressed equally well, nor were they. The surprise was the low degree of expression in general, and of SmoA1 especially. Even at low levels of expression, however, specific and prototypic actions of the two proteins are easily discerned. Viral recombination was a possible issue, but the above-mentioned prototypic actions helped to allay this concern, and as well the fact that there was no evidence of morphological abnormalities even up to 2 weeks following transduction.

We utilized purmorphamine subsequently with the intent of confirming some of the targets identified with SmoA1. While some were of course identified, we were surprised by the degree of mismatch. Only 40% of the genes up- or down-regulated by purmorphamine match those similarly up- or down-regulated by SmoA1. This does *not* negate the SmoA1 data, which are in accord with expectations. Some differences, for example that relating to Gli1, might be attributable to the above-mentioned low expression of SmoA1 relative to endogenous Smo. However, the differential regulation of alkaline phosphatases begs additional discussion. First, especially given the role of Gli1 in morphogenic signaling, it is possible that the differences in levels of Gli1 expression are translated differently by individual target genes. Second, as subcellular positioning is a critical aspect to some forms of Smo signaling [50–53], it is conceivable that an already activated form of Smo produced from a vector targets differently from that of endogenous Smo. Third, there may exist bias in signaling between the conformations of mutationally versus agonist-activated forms of Smo. The differences in signaling are likely not due to viral burden or the above-mentioned possibility of viral recombination. The percent regulated genes shared between SmoA1 and purmorphamine remain the same or decrease when selecting for those unique to SmoA1 relative to Gα_13_QL.

The use of constitutively active proteins is normally made with the intent of establishing a framework for potential downstream pathways, whether the constitutively active proteins occur in nature, as can those of Smo, or more transient forms of signaling are engaged. Potential in the case of the latter is, of course, not always realized. The comparison between SmoA1 and purmorphamine underscores this point. While overt cellular actions might be similar, underlying molecular events need not be. Our work does not negate the use of comparisons among constitutively active proteins in establishing a framework, but suggests that the concept of a framework must be reworked as precision at the molecular level increases.

## Supporting information

S1 Fig Alkaline phosphatase expression as a function of purmorphamine concentration. (DOCX) Click here for additional data file.

S2 Fig Few if any stress fibers exist in the absence of transduction. (PDF) Click here for additional data file.

S3 Fig Alkaline phosphatase activity following introduction of Gα13QL depends on the nature of the medium. (DOCX) Click here for additional data file.

S1 Table Genes exhibiting the greatest -fold increases in transcripts following introduction of SmoA1 and Gα13QL, relative to LacZ, in C3H10T1/2 cells. (DOCX) Click here for additional data file.

# Supplementary material for: Overlap in signaling between Smoothened and the α subunit of the heterotrimeric G protein G13
**Source:** PLoS One. 2018 May 15;13(5):e0197442. doi: 10.1371/journal.pone.0197442
**Supplement:** S1 Fig

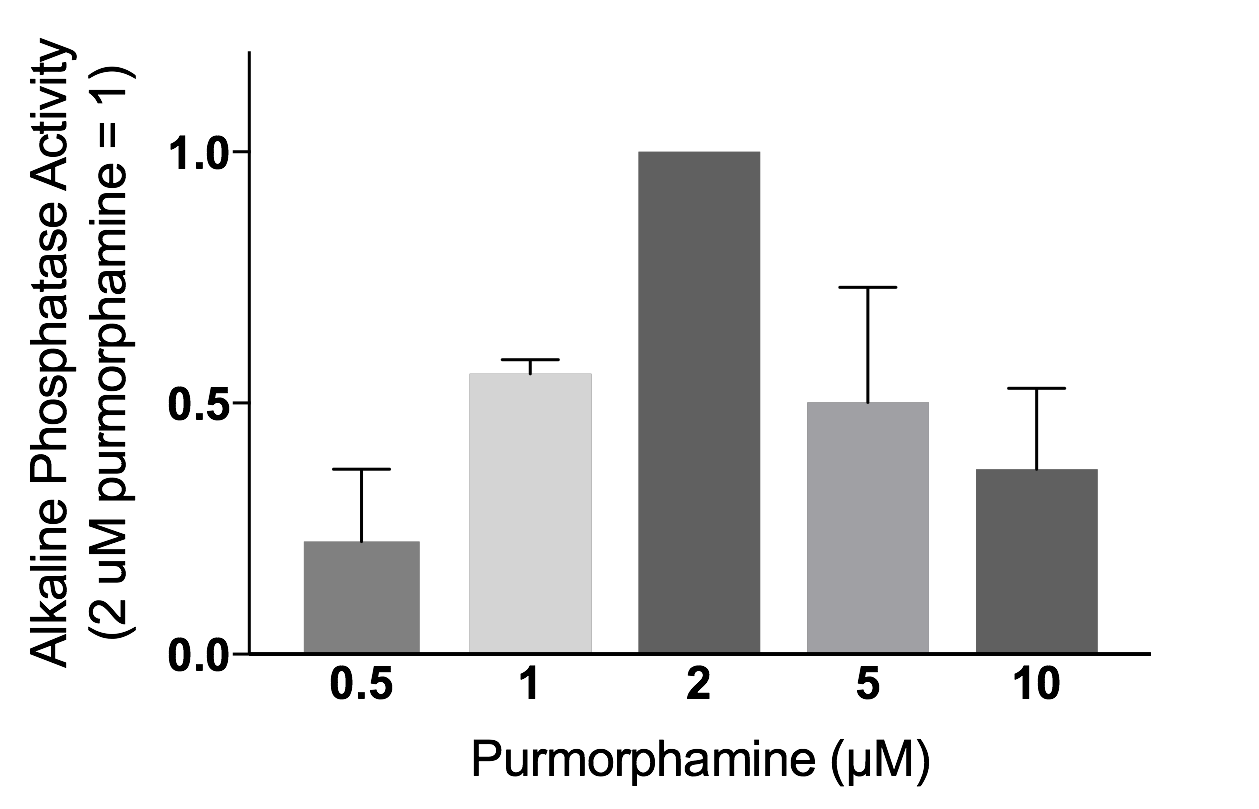

**S1 Figure. Alkaline phosphatase expression as a function of purmorphamine concentration.** C3H10T1/2 cells were treated with various concentrations of purmorphamine for 5–7 days, at which point alkaline phosphatase activity was determined. The data represent an average of 2–5 experiments, each performed in duplicate or triplicate and normalized to 2 uM purmorphamine, ±SEM.

# Supplementary material for: Overlap in signaling between Smoothened and the α subunit of the heterotrimeric G protein G13
**Source:** PLoS One. 2018 May 15;13(5):e0197442. doi: 10.1371/journal.pone.0197442

**S2 Figure. Few if any stress fibers exist in the absence of transduction.** C3H10T1/2 cells treated with or without AdV·Gα<sub>12</sub>QL, used here (rather than AdV·Gα<sub>13</sub>QL) as a positive control, were fixed and stained with FITC-phalloidin and counterstained with DAPI as described in 'Materials and methods' of the manuscript. The 'merge' is pseudocolored. The lack of staining without transduction was noted as well in several other experiments with other positive controls and, of course, for AdV·LacZ.

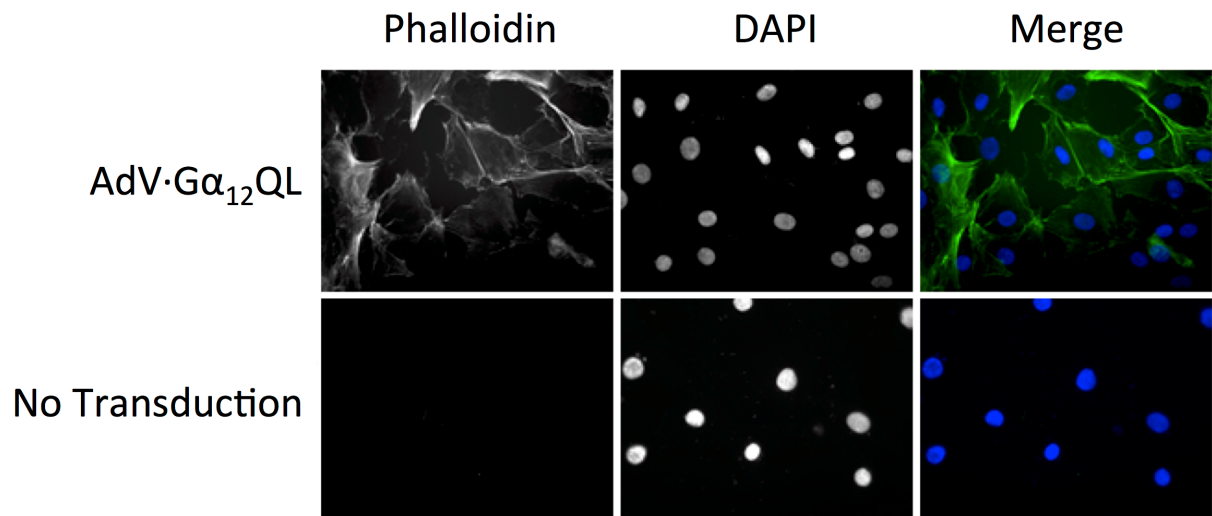

**Supplement:** S2 Fig

# Supplementary material for: Overlap in signaling between Smoothened and the α subunit of the heterotrimeric G protein G13
**Source:** PLoS One. 2018 May 15;13(5):e0197442. doi: 10.1371/journal.pone.0197442

S3 Figure. **Alkaline phosphatase activity following introduction of Gα_13_QL depends on the nature of the medium.** C3H10T1/2 cells transduced with recombinant adenovirus encoding Gα_13_QL were cultured for 8 days in medium without (non-osteogenic) or with (osteogenic) 50 μg/ml ascorbic acid and 10 mM β-glycerophosphate, at which point alkaline phosphatase activity was determined and normalized to that achieved with 2 μM purmorphamine. The data represent 3 and 5 experiments, respectively, for non-osteogenic and osteogenic medium in triplicate, ± SEM; **, p < 0.01 relative to 0. Data for osteogenic medium and 2 μM purmorphamine are the same as used in Figure 4 of the manuscript.

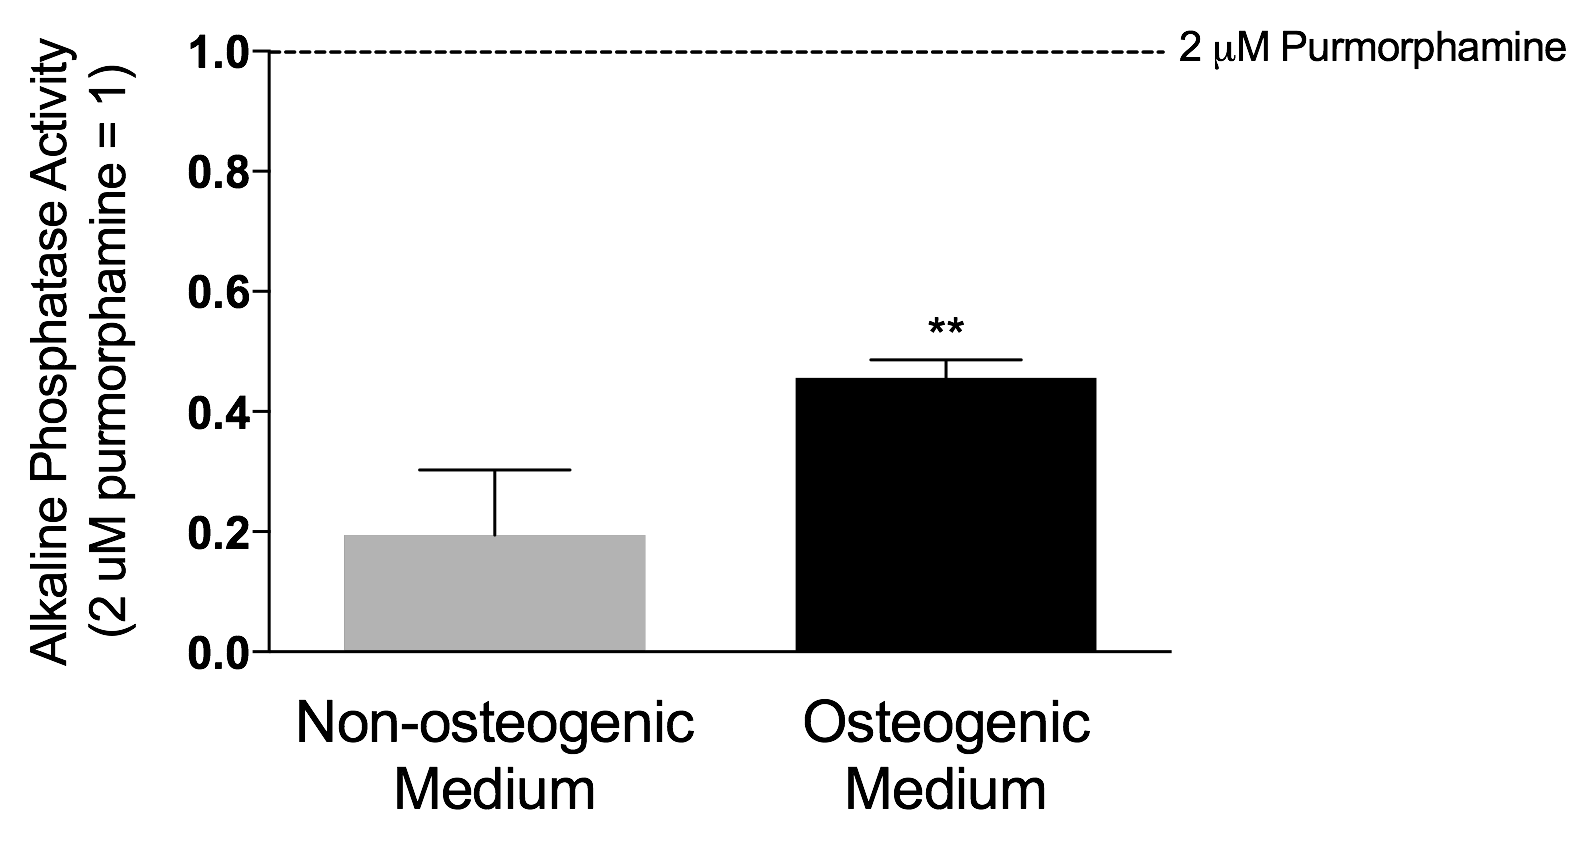

**Supplement:** S3 Fig

# Supplementary material for: Overlap in signaling between Smoothened and the α subunit of the heterotrimeric G protein G13
**Source:** PLoS One. 2018 May 15;13(5):e0197442. doi: 10.1371/journal.pone.0197442
**Supplement:** S1 Table

**S1 Table: Genes exhibiting the greatest -fold increases in transcripts following introduction of SmoA1 and Gα_13_QL, relative to LacZ, in C3H10T1/2 cells.** Increases in transcripts two days following transduction were determined by RNA-sequencing as described in ‘Materials and methods’ of the manuscript. Genes common to the two lists are highlighted in bold font.

**Rank SmoA1 Gα_13_QL**

*Gene -fold Gene -fold*

*increase increase*

How the deposited data were processed for this re-analysis (not part of the article)

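RNA from C3H10T1/2 cells exposed to purmorphamine (4 libraries) or vehicle (3 libraries) was sequenced by the authors, who resampled the reads so that the libraries held equal numbers, counted the reads on the sense strand of each gene and deposited these counts. The deposited counts are whole numbers that already include the resampling. The software for resampling is named in the paper's methods, whereas its text does not name the aligner, the genome build or the annotation. The authors tested the counts with limma-voom and Benjamini-Hochberg adjustment and took fold changes from the normalized reads, with a nominal 1 read as divisor for a gene not detected with vehicle. The SmoA1, Gα13QL and LacZ libraries were not analysed here.

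All 7 libraries were mapped to their treatment by their labels and the paper, and no per-sample column was left unused. From the counts, edgeR 4.0.16 (with limma 3.58.1, in R 4.3.3) was used with TMM factors, the default filter on low counts (a minimum of 10 counts, scaled to the library size, and a total of 15), and a quasi-likelihood test of purmorphamine against vehicle with no covariates. A gene was called at a Benjamini-Hochberg adjusted p under 0.2, the study's FDR. The filter left 12388 of 18468 genes. Standard errors were taken from the log2 fold change and its F statistic. For single genes, an exact permutation test over the 35 assignments of the libraries compared mean log2 counts after TMM scaling with 1 added. Ratios of mean counts used the counts as deposited, with a vehicle mean under 1 set to 1. For a gene with no more than 3 reads in any library of a group, a bound against 3 reads is given in place of the log2 fold change. For Alpl, ratios of mean counts are given as well, and these depend on the divisor. Setting a vehicle mean under 1 to 1 was fixed before the data were examined and reaches further than the study's rule, which covers genes not detected with vehicle.

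Genes named were fixed by rule before the data were examined: those of Table 1, Smo, Gli2, Gli3, Ptch1 and Hhip, and the 5 largest increases and 5 largest decreases in log2 fold change among genes with an adjusted p under 0.2, a mean of at least 50 reads and no overlap between the groups. A gene that the rule also covers is not reported here. Gene lists for Hedgehog targets, Hedgehog components, osteoblasts, adipocytes, proliferation and cholesterol synthesis, and both lists of S1 Table, were also fixed then, and a cartilage list was added after the table of genes had been seen. Lists were tested with camera on voom log2 CPM, with a preset correlation of 0.01.

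Positions were taken from GENCODE M21 (GRCm38) by Ensembl identifier, which matched 17632 of the genes (95.5%). None of the matched genes had the same start in the table, whose last gene on chromosome 7 ends at 152495662 against 145324086 in GENCODE M21, so the table's own coordinates were not used.

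The calculations were tested on simulated counts with the means and library sizes of these data and 200 genes drawn to change, of which 199 passed the filter. Of these, edgeR recovered 94.0% with the right direction, and 20.1% of its calls were false at the threshold of 0.2. The simulated changes were all of at least 1.5-fold, and all genes shared a common dispersion. In the data 62.5% of the genes tested were called, with median log2 fold changes of 0.34 (increases) and -0.30 (decreases). Most of these changes were smaller than any simulated, so the rates do not carry over to those calls. Alternatives were other scaling, DESeq2 1.42.0, limma-voom, other filters on low counts, stricter thresholds and each library left out in turn, chosen before the data were examined. A correction for GC content and length, limma-voom with neither scaling nor filter, and another divisor for Alpl were chosen after the data had been seen.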

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

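Of the tests below, those of GC content and length were set before their results were seen, and those of scaling and of counting noise only afterwards.

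Among the genes named, 6 outside Table 1 had more reads in purmorphamine-treated than in vehicle-treated cells, and the paper does not report their values. After TMM scaling, the means with purmorphamine were 3141 reads for Smo, 688 for Gli2, 10773 for Ptch1, 163 for Hhip, 141 for Sostdc1 and 238 for Tec. The corresponding vehicle means were 2569, 277, 531, 0.678, 0 and 5.1 reads. Bias from GC content or gene length would remove the increases once each library's trend was taken out. After that correction the lowest log2 fold change of the 6 genes, that of Smo, was 0.26, and all 6 kept an adjusted p under 0.2 from edgeR. The correction changed log2 fold changes by a median of 0.0246 in absolute value. The genes other than Smo, at 1.31 (Gli2) or more before it, could hardly have lost their increases, so the test bears mainly on Smo. A scaling factor moves all genes of a library alike, so genes fixed by name before the data were examined would lie no farther from the median gene than genes drawn at random. The median log2 fold change of Smo, Gli2, Gli3, Ptch1 and Hhip, of which Gli3 did not increase, lay 1.31 above that of the median gene, and a share of 0.0003 of random sets of 5 genes lay as far. This argues against scaling for the set. It does not bear on Smo by itself, or on Sostdc1 and Tec, which were chosen for their increase. For these 3 genes the fits with and without TMM scaling were compared. Leaving it out moved the log2 fold change of the median gene by 0.0474. Smo was at 0.29 with it and 0.34 without, and Tec at 5.51 and 5.56. Sostdc1, with no reads in any vehicle library, had a mean of 143 with purmorphamine before that scaling. All 3 increases exceeded the shift. Leaving TMM scaling out moved log2 fold changes upward, and Sostdc1 and Tec were chosen for their increase. The comparison could therefore not have gone against these genes, and it does not decide whether scaling contributed. A change shared by all genes is not measured by these counts. A few genes did not dominate the libraries, since the 10 most abundant took from 5.79% to 6.47% of the reads. Contamination by other cells was not tested. A candidate explanation is the activation of Smo by purmorphamine, as a hypothesis that rests on these same libraries.

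In the purmorphamine group, 1 library stood apart for Sostdc1 and for Bmx. After TMM scaling, the gap to the nearest library made up 0.847 of the range for Sostdc1 and 0.832 of it for Bmx. The counts as deposited, before that scaling, were 156, 115, 151 and 150 for Sostdc1 in replicates 5 to 8, and 13, 7, 7 and 8 for Bmx. With 18 genes examined, chance alone gives about 0.9 such genes, and 2 were found. Counting noise could account for both. Dividing the reads at random among the 4 libraries gave a chi-square as large in a share of 0.0582 of 100000 draws for Sostdc1 and 0.405 for Bmx. No biological explanation was tested, since the 4 libraries had the same treatment.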

How the results depend on the processing

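No paired analysis was possible because the groups share no replicate number. Alternatives were set before the data were examined except where stated.

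Requiring a change of 1.5-fold lowered the numbers most, to 977 increased and 936 decreased genes, by the construction of the threshold. With an adjusted p under 0.05 they were 2879 and 2926. Scaling changed the balance: increases were 50.2% of the calls with TMM factors and 59.5% with library totals alone (4650 increased and 3163 decreased), a shift of 0.0474 in the median log2 fold change. In the 7 fits that each left out one library, increased genes ran from 3500 to 3961 and decreased genes from 3374 to 3793. Of the 7741 genes called, 7050 kept call and direction without TMM scaling, 6899 with DESeq2 and 7661 with limma-voom, and no gene called in both reversed.

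Cebpa, Cebpd and Pparg kept their direction and an adjusted p under 0.2 in every other alternative. A change of 1.5-fold was not reached by Cebpa and Pparg (log2 fold changes of -0.55 and -0.25). Cebpa and Cebpd lay close to it on either side: Cebpa was at -0.59 without purmorphamine replicate 7, and Cebpd, at -0.61, was at -0.56 without TMM scaling and -0.52 without DMSO replicate 4. The log2 fold change of Cebpb, not called under any alternative, ran from -0.0022 (without DMSO replicate 2) to 0.14 with single libraries left out. Gli3 lost its call without TMM scaling (adjusted p = 0.285 from edgeR), without DMSO replicate 3 (0.252) and under stricter thresholds; over its alternatives the adjusted p ran from 0.00396 to 0.369, and the cause was not tested. With only a vehicle mean of 0 set to 1, chosen after the values were seen, the ratio for Alpl was 607 in place of 202, since its vehicle mean of 0.333 was then the divisor.

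Hedgehog targets and adipocyte genes kept direction and call in every alternative. With camera's estimated correlation the adjusted p of adipocyte genes was 0.176, close to the threshold of 0.2, and that of Hedgehog targets 0.0254. Proliferation genes lost their call with that correlation (adjusted p = 0.586). Osteoblast genes gained a call under fry (0.00207), and Hedgehog components gained one in the opposite direction (0.156). Their direction also changed, without a call, under the GC and length correction chosen later (0.978). With single libraries left out, the adjusted p of cholesterol synthesis genes ran from 0.0569 (without purmorphamine replicate 8) to 0.68, and that of the Gα13QL list, with 2 genes tested, from 0.701 to 0.947, where its direction changed without DMSO replicate 3. For these the cause was not tested. With at least 10 counts in every library no gene of the SmoA1 or Gα13QL list was left to test.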

Differences from the paper's values

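For Alpl the ratio of mean reads was 202, against the paper's 607. None of the alternatives set before the data were examined closed the gap: after TMM scaling it was 199, with single libraries left out from 194 to 209, and the ratio of group medians likewise stayed below the paper's value. When only a vehicle mean of 0 was replaced by 1 read, a setting chosen after seeing the values, the ratio was 607. That setting follows the paper's methods, which give the nominal read for a gene that could not be detected with vehicle, since 1 vehicle library held 1 read of Alpl. Both ratios depend on the divisor: against the 3 reads that a count of 0 allows, Alpl was at least 67.4-fold higher, a bound that the paper's value exceeds. The counts of increased and decreased genes, 3887 and 3854, were within 1.5 times the paper's 4700 and 3500. They were 4736 and 3604 under limma-voom with neither scaling nor filter, also chosen after seeing the values.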

Other observations

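Of the tests below, those on the Gli1 reads of vehicle cells, on the detection of the SmoA1 list, on the median of single lists over other splits and on the scaling of the cartilage list were chosen only after the result was seen.

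The 7 libraries can be split into 3 and 4 in 35 ways. Only the real split gave as many as 3887 increased genes (1 of the 35 splits) or 3854 decreased genes (1 of the 35 splits); the other splits gave at most 2215 and 1949. Bias from GC content or gene length does not account for most calls, since 97.6% of the called genes kept call and direction after the correction.

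The count of gene lists called is another matter. With camera, 3 of the 8 lists fixed beforehand had an adjusted p under 0.2, but 19 of the 35 splits gave as many, so this number does not set the real split apart. The other splits also divide the treatments unequally between the groups and carry part of their difference. The sizes of the changes stand apart by rank. Only the real split, 1 of the 35, put the median log2 fold change of Hedgehog targets, adipocyte genes or proliferation genes as far from 0. The nearest other splits came close for proliferation genes (-0.413 against 0.45) and adipocyte genes (0.40 against -0.45). For Hedgehog targets the nearest was -1.11 against 1.68. Among Hedgehog targets 13 genes were tested, with a median of 1.68 (also with genes near 0 reads at their bounds; camera adjusted p = 4.27e-06), 10 increased and 3 decreased, the same adjusted over the list alone. Of 8 adipocyte genes, 6 decreased and 0 increased over all genes tested and adjusted over the list alone, with a median of -0.45 (camera adjusted p = 0.0103). Those decreased were Cebpa, Cebpd and Pparg, whose decreases in these libraries Table 1 of the paper already gave, and Fabp4, Fasn and Scd1. Gli1, also in Table 1, is among the Hedgehog targets. Of 12 proliferation genes 11 increased and 1 decreased by both counts, with a median of 0.45 (0.000471). Adjusted p was 0.847 for Hedgehog components, 0.379 for osteoblast genes, 0.379 for cholesterol synthesis genes, 0.847 for the SmoA1 list and 0.781 for the Gα13QL list of S1 Table. Under fry and an estimated correlation, Hedgehog targets and adipocyte genes held their calls. For adipocyte genes the adjusted p from camera with the estimated correlation was 0.176, close to the threshold. Proliferation genes held their call under fry only.

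Several cartilage genes were seen to fall, Acan among them. A list of 15 other cartilage genes was then written before their values were looked at. Of the 10 tested, 9 decreased and 1, Matn4, increased, with a median log2 fold change of -1.48. With limma's camera and the preset correlation of 0.01 its adjusted p = 3.55e-06, which equals the unadjusted value because this added list was tested by itself. With camera's estimated correlation the p-value of the list was larger, 0.00589. Sox9 fell from 5554 to 2096 reads and Col11a1 from 27611 to 8916. The median was -1.43 without TMM scaling and -1.49 after the correction for GC content and length, and a median as far from 0 arose in 1 of the 35 splits. One hypothesis is that purmorphamine may lower a cartilage program in these cells. A change in the mix of cell states in the culture was not tested, and the list was tested on the libraries in which the fall was first seen.

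Vehicle-treated cells had 30 reads of Gli1 in all, 0.271% of those with purmorphamine. For Alpl, Hhip and Sostdc1 together it was 3 reads, or 0.147%. Reads of the purmorphamine libraries assigned to vehicle libraries could give equal shares, and cannot be told apart from a low level of Gli1 transcripts, the difference resting on few reads (Fisher's exact test, one-sided, p = 0.223).

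The genes most strongly induced by SmoA1 (100 genes in S1 Table, as in the copy used) were looked up in the purmorphamine libraries. Of the 60 with a row, 46 had no more than 3 reads in any library and 11 (18.3%) exceeded 3 reads in a purmorphamine library. This argues against the list as a set being raised to detectable levels by purmorphamine at 48 h. In 3 of the 60 every purmorphamine library was above every vehicle library. Only 2 passed the filter on low counts, too few to compare the share increased with that of other genes (Fisher's exact test, one-sided, p = 1).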
